A study of Mus musculus with 18 samples.

How the data were processed

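RNA was measured in 18 libraries of mouse embryonic stem (ES) cells. The values used are the raw counts of reads per gene that the authors deposited as 1 table, keyed by Entrez gene identifiers, with 1 column per library and none pooled. Per the labels, RNA was prepared with RNeasy columns, libraries were made from polyadenylated RNA with a stranded TruSeq protocol, base calls were converted with bcl2fastq 2.17 and reads were aligned with STAR to the mm10 (GRCm38) genome. The version of STAR, the counting tool, its annotation and its strand setting are not given in the sources used here. Reads were not realigned here.

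The table held 24116 genes, of which 3581 had no count in any library and 9 had no symbol. Library totals ranged from 15.3 to 37.0 M counts, and edgeR's filterByExpr with a count minimum of 10 left 14901 genes to be tested. The total for each library is given with the results. At these totals, counting error was small for genes above a few CPM (counts divided by the library total in M counts), and the bounds given for groups without counts cover counting error only. A group whose libraries all held 0 counts of a gene was given a floor of 3 counts over the group, and its fold change is stated as a lower bound. Coordinates are whole gene spans on GRCm38 from RefSeq, joined through the Entrez identifier for 14882 of the tested genes.

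Libraries were grouped as the labels give them: wild type (n = 8), Snf2h ko (n = 5), ko with wild-type Snf2h added back (n = 3) and ko with an ATPase-mutant Snf2h added back (n = 2). All 6 comparisons between these groups were made in 1 fit with edgeR 4.0.16 in R 4.3.3, with 1 mean per group, TMM normalization, the robust quasi-likelihood test (two-sided) and Benjamini-Hochberg adjustment over the genes of each comparison. A gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.169. CPM values use the TMM-scaled library sizes, and log2 CPM a prior count of 2.

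A set of 23 gene lists was written from general knowledge. Those tested are naive and core pluripotency, formative and primed pluripotency, primitive streak and mesoderm, extraembryonic and definitive endoderm, neuroectoderm, trophectoderm, the 2-cell-like state, neuronal genes with REST sites, ISWI complex partners, SWI/SNF subunits, other chromatin remodelling ATPases, CTCF and cohesin, clustered protocadherins, Hox genes, imprinted genes, germline genes, p53 targets, cholesterol synthesis, glycolysis and hypoxia, interferon response, embryonic fibroblast (feeder) markers and immediate early genes. Mitochondrially encoded transcripts formed the remaining list and were not analysed here, as the table held 0 of them. Each list with at least 5 tested members was compared with all other genes by camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison.

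The groups, comparisons, tests, lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. Under that rule Smarca5 and Smarca1 were named in every comparison. Other genes needed an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, complete separation of the libraries of the compared groups, and a symbol that is not a predicted or clone name. Of these, the 12 largest rises and the 12 largest falls were named for ko against wild type, 10 and 10 for the wild-type add-back against ko and against the mutant add-back, and 6 and 6 for the other comparisons. From each list, up to 4 members with the smallest adjusted p were also available as examples. Some of the genes that this rule names are not reported here.

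The pipeline was tested on simulated data with the same groups, in which 67 genes were changed by 0.5, 67 by 1 and 66 by 2 on the log2 scale. Ko against wild type called 47.8%, 95.5% and 100% of them in the right direction at these sizes, and 4.14% of its calls were false. For the wild-type add-back against ko the shares were 23.9%, 74.6% and 95.5% with 5.15% false calls. For the mutant add-back against ko they were 20.9%, 68.7% and 92.4% with 6.20% false calls. For the wild-type against the mutant add-back they were 13.4%, 73.1% and 95.5% with 2.42% false calls. For the wild-type add-back against wild type they were 47.8%, 83.6% and 100% with 4.35% false calls, and for the mutant add-back against wild type 14.9%, 67.2% and 97.0% with 2.46% false calls. In the real data, wild-type libraries of different depth gave 9111 calls against each other with no difference in genotype. The simulated rates may therefore not hold for the real libraries. In simulated data camera did not call an unchanged list and called a shifted list of 20 genes. With 1 list of each kind, this does not show how often camera calls lists falsely. In the real data an estimated inter-gene correlation ended 33 list calls.

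The alternatives fixed in advance were DESeq2 size factors or library size alone in place of TMM, no filter or a filter of 1 CPM in 2 libraries, DESeq2 1.42.0 (Wald test), limma-voom, a fit of only the compared groups, the replicate number as a block, leaving out each library in turn, separate ko libraries for the comparisons that share them, an estimated inter-gene correlation, and the fry test. Others were chosen after seeing the data, when the library totals fell into 3 ranges (called depth tiers here): under 20 M counts (low), from there to 30 M (middle) and above (high). These were the tier as a term in the fit, the low or the middle tier alone, counts summed over the libraries of a group within a tier, and the ko effect from the middle tier set against the add-back effect from the low tier. Shared ko libraries were also handled by 20 simulated data sets in which the add-backs were drawn as ko. Other assays of the series were not used here.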

Results

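RNA sequencing of polyadenylated RNA was used to measure gene expression in mouse ES cells of the 129S6/SvEvTac background, grown in serum with LIF on gelatin. Snf2h, encoded by Smarca5, is the ATPase of ISWI chromatin remodelling complexes, which slide and space nucleosomes. The groups were wild type (n = 8), a Snf2h knockout (ko, n = 5) and ko cells to which Snf2h had been returned, either as the wild-type protein (wild-type add-back, n = 3) or as a form mutated in its ATPase (mutant add-back, n = 2, replicates 1 and 3). Per the labels, the ko and the mutant add-back lines were kept on mouse embryonic fibroblast feeders for at least their first passages after thawing. Replicates are called biological, but the labels do not say which libraries came from separate cultures. They give 2 to 5 replicates for each RNA condition, whereas wild type has 8 libraries here. The p-values therefore measure the spread between these samples, part of which can be technical.

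Library totals in M counts were 22.9, 25.3, 33.3, 37.0, 31.0, 18.99, 16.8 and 17.7 for wild type replicates 1 to 8. They were 24.3, 24.9, 17.3, 18.5 and 16.9 for ko replicates 1 to 5, then 15.9, 16.4 and 15.3 for the wild-type add-back and 17.4 and 17.1 for the mutant add-back. These totals formed a low tier of 11 libraries (15.3 to 18.99 M), a middle tier of 4 (wild type and ko replicates 1 and 2, 22.9 to 25.3 M) and a high tier of 3 (wild type replicates 3 to 5). The tiers are not groups of the study, and they were defined from the data. Replicates of wild type and ko within the low or the middle tier differed by a chi-square per gene of 1.48 to 2.61, against 31.5 to 72.9 for replicates in different tiers. In the high tier, wild type replicate 3 differed from replicates 4 and 5 by 44.9 and 34.3. Wild type and ko are present in both the low and the middle tier, so the ko effect was also computed within each. All add-backs are in the low tier.

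**Figure D1:**
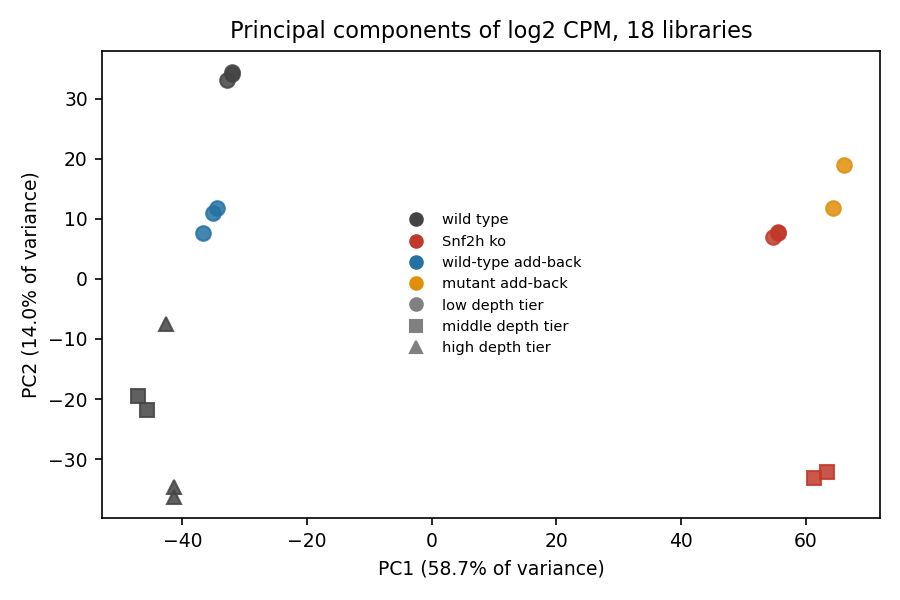
Principal components of log2 CPM over all tested genes, with component 1 (58.7% of the variance) on the horizontal and component 2 (14.0%) on the vertical axis. Each point is 1 of the 18 libraries, coloured by group with a symbol for its depth tier, and the wild-type add-back lies apart from the ko and the mutant add-back.

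Smarca5 (Entrez 93762, chromosome 8, 80699943 to 80739459) was expressed at 185 ± 29.1 CPM (SD, n = 8) in wild type, with libraries from 139.7 to 215.5. In ko it was at 9.36 ± 0.59 CPM (n = 5), with libraries from 8.72 to 10.1, which is 19.8-fold lower (log2 change −4.30 ± 0.13 (SE), adjusted p = 3.0e-14). The wild-type add-back reached 86.0 ± 3.63 CPM (n = 3, 83.8 to 90.2) and the mutant add-back 58.5 ± 14.3 CPM (n = 2, 48.4 and 68.6). These levels were 9.19-fold and 6.25-fold above ko (adjusted p = 1.6e-11 and 4.0e-09) but below wild type by −1.11 ± 0.13 and −1.66 ± 0.17 on the log2 scale (adjusted p = 0.00025 and 3.9e-07). The wild-type add-back had more Smarca5 mRNA than the mutant add-back by 0.56 ± 0.17 (adjusted p = 0.018), a call that was lost without wild-type add-back replicate 3 (0.52) or mutant add-back replicate 1 (0.34). The counts do not tell endogenous from added Smarca5 transcripts. Smarca1, which encodes the other ISWI ATPase, fell in ko by −0.40 ± 0.09 (adjusted p = 0.00098; −0.79 in the middle and −0.18 in the low tier, adjusted p of the difference 1.7e-06) and rose in the wild-type add-back by 0.65 ± 0.11 over ko (adjusted p = 0.00014), with no call for the mutant add-back (−0.28 ± 0.13, adjusted p = 0.33).

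**Figure D2:**
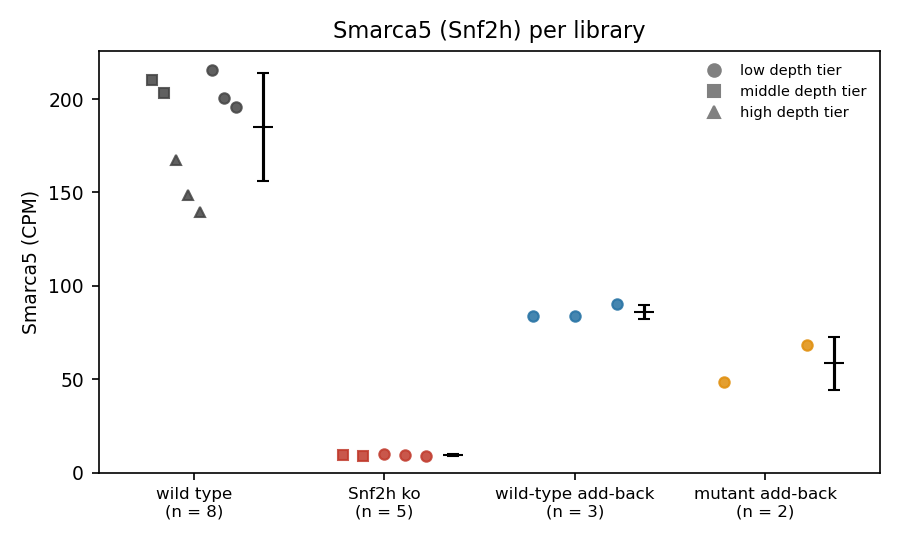
Smarca5 expression in CPM for each library of the 4 groups. Points are libraries with a symbol for the depth tier, bars are group means with the SD, and ko libraries lie between 8.72 and 10.1 CPM while each other library is at 48.4 CPM or above.

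Ko against wild type addresses what loss of Snf2h does to the transcriptome. Several genes that wild-type ES cells express were almost silent without it. Prss41, a serine protease gene (chromosome 17, 23836785 to 23844219), fell from 10.6 ± 1.73 CPM (SD, n = 8) to 0.0814 ± 0.0525 (n = 5), by −6.87 ± 0.29 (SE) on the log2 scale (adjusted p = 2.4e-12). Lef1, a transcription factor of Wnt signalling (chromosome 3, 131110297 to 131224357), fell from 14.0 ± 5.67 to 0.477 ± 0.149 CPM (−4.83 ± 0.34, adjusted p = 1.5e-09). Tdrd12, which acts in the piRNA pathway of the germ line, fell from 38.8 ± 13.1 to 1.28 ± 0.172 CPM (−4.94 ± 0.26, adjusted p = 3.8e-11). In the opposite direction, the matrix protein genes tenascin C and fibulin 2 rose. Tenascin C (Tnc, chromosome 4, 63959785 to 64047015) went from 0.311 ± 0.271 to 20.1 ± 3.39 CPM (6.23 ± 0.36, adjusted p = 4.4e-10), and fibulin 2 (Fbln2) from 2.57 ± 0.424 to 28.5 ± 2.15 CPM (3.46 ± 0.14, adjusted p = 2.1e-12). Fbln2 is in the list of feeder markers, as are Lox and Col1a2 below, and ko had been on feeders.

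Other genes with large falls were Uty (−6.08), Ddx3y (−5.75), Pstpip2 (−5.28), Magohb (−5.28), Mtus2 (−5.11), Mobp (−5.07), Rbm44 (−4.85), Fggy (−4.76) and Gpat2 (−4.61). Other large rises were those of Lox (4.33), which encodes an enzyme that crosslinks collagen, Tnfaip2 (3.74), Mybpc3 (3.68), the Wnt ligand gene Wnt6 (3.64), Col12a1 (3.50), Adrb1 (3.40), Tex13b (3.31), Mst1 (3.24) and Col1a2 (3.09). In all of these genes each ko library lay beyond each wild-type library. Their directions held in both depth tiers, with Prss41 at −6.53 in the middle and −7.24 in the low tier, Lef1 at −4.89 and −4.31, Tnc at 7.28 and 4.83, Fbln2 at 3.41 and 3.53, and Mybpc3 at 4.75 and 2.30.

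Of the 14901 genes tested, 8189 (55.0%) were called in ko by edgeR's quasi-likelihood test, 3992 higher and 4197 lower, and of these 1141 were at least 2-fold higher and 1211 at least 2-fold lower. The balance depended on the scaling, with 4124 higher and 4062 lower under DESeq2 size factors and 4648 and 3575 under library size alone. With the joint fit of both tiers, 11178 genes were called in the middle and 10805 in the low tier, and 8750 in both. Wild type of the low against wild type of the middle tier, with no difference in genotype, gave 9111 calls. Of those called in both, 7666 (87.6%) went the same way and 1084 went opposite ways. For 7220 genes the ko effect itself differed between the tiers. Summing the libraries of each group and tier, which counts each tier as 1 sample, left 2233 calls.

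Genes of formative and primed pluripotency, the state between naive ES cells and lineage commitment, fell as a group. Of 14 tested, 1 rose and 9 fell (10 called when adjusted over the list alone, median −0.93, camera adjusted p = 0.0020 and, with an estimated correlation, 0.023), among them Otx2 (50.2 to 14.4 CPM, −1.80 ± 0.12, adjusted p = 1.1e-09), Lef1 and Zic2 (−3.58 ± 0.30). The list fell in both tiers, with 3 rising and 7 falling in the middle and 1 and 11 in the low tier. Naive and core pluripotency genes showed no common direction (7 rose and 10 fell of 25, 17 called adjusted over the list alone, median −0.09, adjusted p = 0.59), with Klf2 down (−1.33), Dppa2 down (−1.34) and Tbx3 up (0.81). Hox genes, which pattern the body axis, rose (12 of 15 with 0 falling, 12 adjusted over the list alone, median 1.44, adjusted p = 0.0014, 0.11 with an estimated correlation), including Hoxd13 (1.80, from 0.986 to 3.33 CPM) and Hoxb9 (1.44, from 1.24 to 3.41 CPM). Of the 15 Hox genes, 3 were at 1 CPM or more in wild type, so most changes in this list start from low levels. In the tiers 12 of 15 and 8 of 13 rose, and the list's call did not hold in either tier alone. Neuroectoderm genes rose as well (6 of 11, 0 fell, 6 adjusted over the list alone, median 0.65, adjusted p = 0.029, 0.12 with an estimated correlation), with Sox1 at 1.43. The neuroectoderm call was lost in the middle tier alone, where 7 rose and 2 fell.

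The 2-cell-like state, a rare state of ES cells marked by the Zscan4 cluster, lost expression. All 11 tested members fell (11 adjusted over the list alone, median −2.15, adjusted p = 0.0026, 0.40 with an estimated correlation), with Zscan4c at −2.32 and Zscan4f at −2.15. Reads shared between copies of these genes leave single members uncertain. Germline genes fell (12 of 19, 3 rose, 16 adjusted over the list alone, median −0.83, adjusted p = 0.0037, 0.28 with an estimated correlation), with Fkbp6 at −4.35 and Sycp2 at −2.22, while Mael rose by 1.22. Clustered protocadherins, whose promoter choice depends on CTCF, gave 4 rises and 0 falls among 36 (0 adjusted over the list alone, median 0.04, adjusted p = 0.26). They moved apart in the tiers, with 14 rising and 22 falling of 37 in the middle and 24 rising and 0 falling of 36 in the low tier. Members of a cluster can end at 1 position, as Pcdha1 and Pcdha4 (37187657) and Pcdhgc3 and Pcdhgc4 (37841873) do. Reads shared between them can therefore move many members together, and these counts may not be of independent genes. Endoderm genes gave 7 rises and 0 falls of 17 over all libraries (7 adjusted over the list alone, median 0.71, adjusted p = 0.096), but this pooled result did not hold within the tiers. In the middle tier all 18 tested rose (median 2.35), and in the low tier 1 rose and 16 fell of 17 (median −0.78). Foxa2 (1.19 pooled) was at 2.40 in the middle and −0.63 in the low tier, and Col4a1 (1.22 pooled) at 2.64 and −0.37. The Foxa2 call was also lost without ko replicate 1 (0.80) or ko replicate 2 (0.85).

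**Figure D3:**
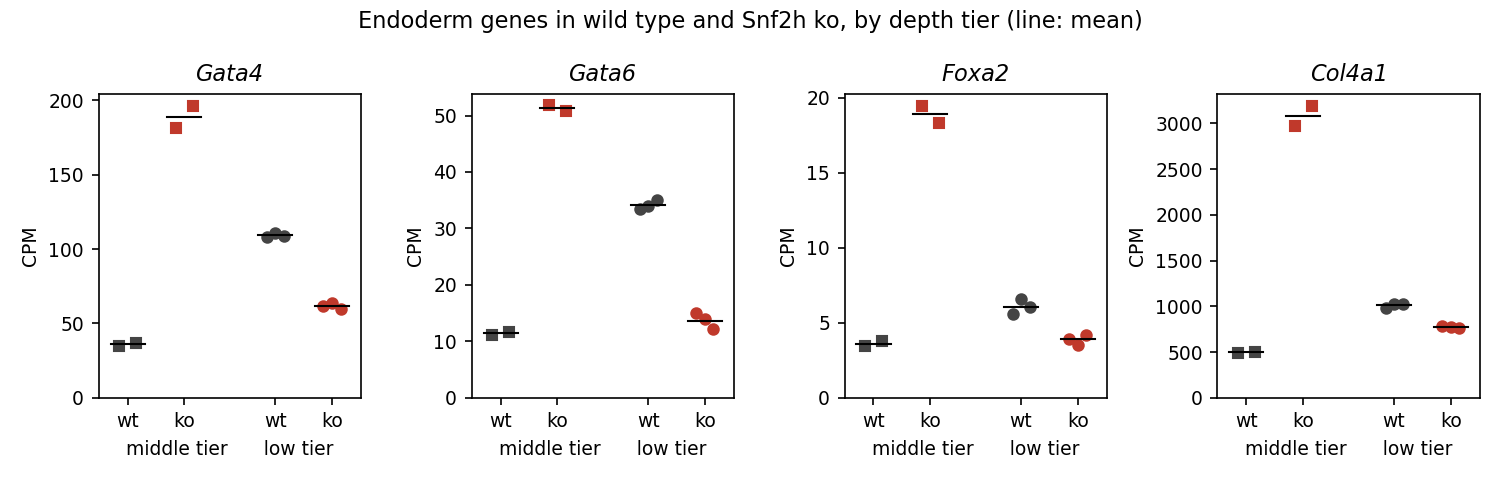
CPM of the endoderm genes Gata4, Gata6, Foxa2 and Col4a1 in wild type and ko, for the middle and the low depth tier. Each point is a library and lines are means, and ko lies above wild type in the middle tier and below it in the low tier.

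Of the 4 lists of chromatin regulators, those of other remodelling ATPases and ISWI partners were called. Among other remodelling ATPases 13 of 17 fell and 0 rose (13 adjusted over the list alone, median −0.37, adjusted p = 0.0020, 0.28 with an estimated correlation), with Chd3 at −1.10 ± 0.09 and Ino80 at −0.87 ± 0.08. ISWI complex partners fell (7 of 12, 0 rose, 8 adjusted over the list alone, median −0.20, adjusted p = 0.027, 0.26 with an estimated correlation), led by Baz1a (−0.85) and Cecr2 (−0.77), a list call that was lost in the low tier alone (7 fell). SWI/SNF subunits gave 5 rises and 9 falls of 19 (16 adjusted over the list alone, median −0.22, adjusted p = 0.10), with Arid2 at −0.87, Smarcc1 at −0.60 and Smarca2, which encodes an alternative SWI/SNF ATPase, at 2.00 (3.17 in the middle and 0.55 in the low tier). CTCF and cohesin genes gave 0 rises and 8 falls of 14 (8 adjusted over the list alone, median −0.19, adjusted p = 0.053), with Ctcf at −0.40 ± 0.08 and Ctcfl at −5.60 ± 0.53.

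Among pathways, p53 targets rose (13 of 20, 1 fell, 14 adjusted over the list alone, median 0.65, adjusted p = 0.0013, 0.40 with an estimated correlation), with Gdf15 at 2.29 and Pmaip1 at 0.89. Genes of cholesterol synthesis rose (14 of 21, 1 fell, 15 adjusted over the list alone, median 0.37, adjusted p = 0.0020, 0.40 with an estimated correlation), with Msmo1 at 0.89 and Cyp51 at 0.81. Glycolysis and hypoxia genes fell (14 of 23, 0 rose, 15 adjusted over the list alone, median −0.50, adjusted p = 0.029, 0.73 with an estimated correlation), with Pdk1 at −1.08 and Ldha at −0.93, but in the low tier alone 6 rose and 11 fell and the list's call was lost. No call was made for the mesoderm list (4 rose and 2 fell of 14, 5 adjusted over the list alone, adjusted p = 0.82) or trophectoderm (6 and 5 of 16, 11 adjusted over the list alone, adjusted p = 0.47). The same held for neuronal genes with REST sites (5 and 4 of 19, 8 adjusted over the list alone, adjusted p = 0.51) and imprinted genes (9 and 12 of 29, 21 adjusted over the list alone, adjusted p = 0.41). Interferon response (8 and 7 of 18, 15 adjusted over the list alone, adjusted p = 0.69) and immediate early genes (10 and 2 of 17, 12 adjusted over the list alone, adjusted p = 0.052) were not called either. Within these lists Lefty2 (−1.93), Gata2 (1.61), Sez6 (2.06), Magel2 (−3.83), Xaf1 (1.66) and Atf3 (1.72) were called. Of the list calls in this comparison, those of the formative and the feeder list held with an estimated correlation.

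Markers of embryonic fibroblasts were higher in ko, which per the labels had been on fibroblast feeders while wild type was on gelatin. Of 22 tested, 18 rose and 2 fell (21 called adjusted over the list alone, median 1.74, adjusted p = 4.9e-15, 0.00053 with an estimated correlation), in the middle tier 20 and 2 and in the low tier 19 and 1. Fbln2, Lox, Col1a2 (0.968 to 8.28 CPM) and Thbs1 (17.3 to 87.6 CPM, 2.33 ± 0.12) rose, while Col3a1, an abundant fibroblast transcript chosen after its values were seen, reached 1.11 ± 0.323 CPM in ko. Of the 22 members 13 were at 1 CPM or more in wild type, which was on gelatin, and 0 are in another list. In the mutant add-back, also on feeders, Col1a2 was the 1 member called against ko over all genes (5 adjusted over the list alone, 8 at an unadjusted p under 0.05). In the wild-type add-back, not listed as grown on feeders, 18 fell, so feeder growth and lack of active Snf2h coincide across the groups.

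**Figure D4:**
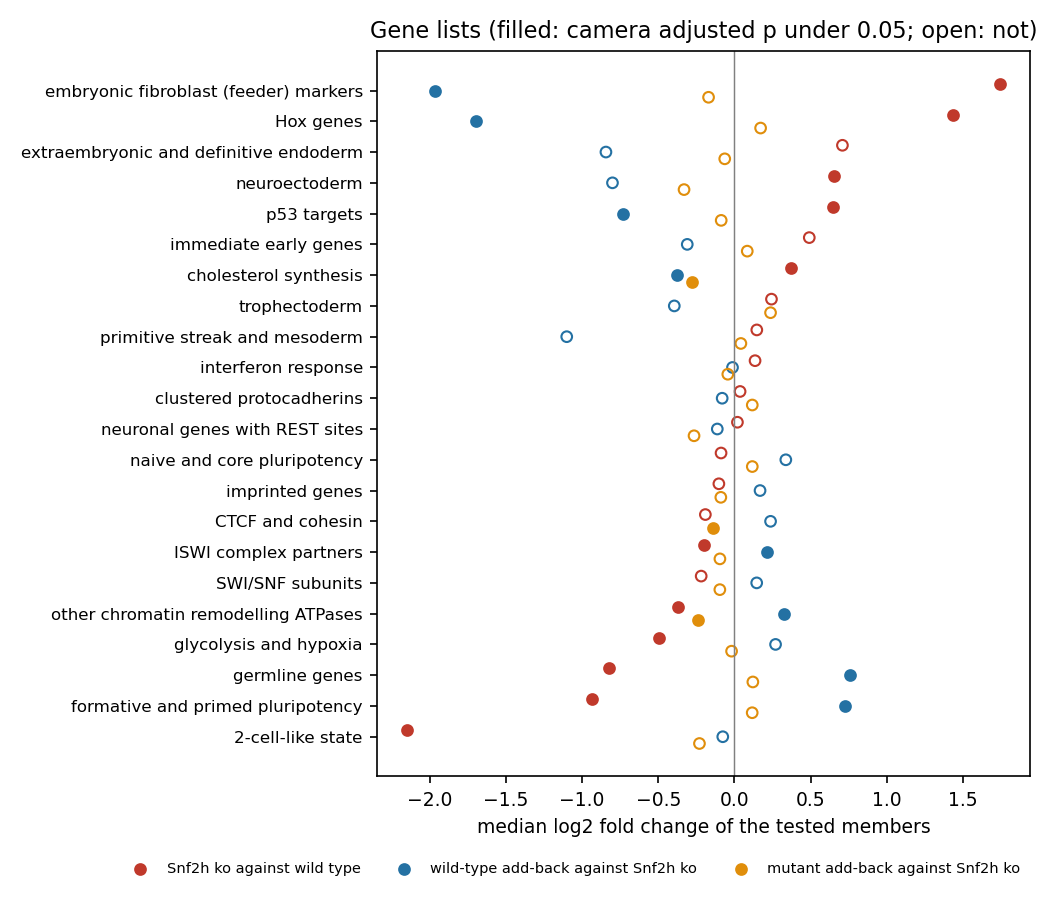
Median log2 fold change of each tested gene list in ko against wild type, the wild-type add-back against ko and the mutant add-back against ko. Points are list medians coloured by comparison, filled where camera's adjusted p was under 0.05, and the wild-type add-back lies opposite to ko for feeder, Hox and formative genes while the mutant add-back stays near 0.

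The wild-type add-back against ko addresses which changes returning Snf2h reverses. Prss41 rose from 0.0814 to 10.8 ± 1.44 CPM (SD, n = 3), a log2 change of 6.89 ± 0.32 (adjusted p = 1.8e-11), Lef1 to 16.0 ± 1.56 CPM (5.01 ± 0.37, adjusted p = 6.7e-09) and Otx2 to 65.4 ± 2.02 CPM (2.18 ± 0.15, adjusted p = 1.8e-09). Magohb (5.53), Tdrd12 (5.03), Fggy (4.60), Slc4a5 (4.56), Mtus2 (4.48), Gpat2 (4.45), Cyct (4.37) and Nlrp4f (3.96) were the other largest rises. Tnc had 0 counts in all 3 add-back libraries and was at least 320.9-fold lower than in ko, and Fbln2 fell by −4.77 ± 0.24 to 1.04 ± 0.430 CPM (adjusted p = 5.6e-11). Lox (−6.38), Bgn (−4.70), Neurl1b (−4.57) and Col1a2 (−4.00) fell too. Peg13 (at least 77.6-fold lower), H19 (−5.49, or −3.54 in the low tier alone) and Mid1 (−4.08) fell although ko had not raised them.

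Called genes numbered 6702 (45.0%), 3357 higher and 3345 lower, with 988 and 1362 at least 2-fold, and the low tier alone gave 9408. Under library size alone 2806 were higher and 3928 lower. Formative genes rose (9 of 14, 1 fell, 10 adjusted over the list alone, median 0.72, adjusted p = 0.00042, 0.0069 with an estimated correlation). Feeder markers fell (18 of 22, 0 rose, 19 adjusted over the list alone, median −1.96, adjusted p = 1.0e-13, 0.0017 with an estimated correlation). Hox genes fell (10 of 15, 0 rose, 10 adjusted over the list alone, median −1.69, adjusted p = 0.0010, 0.077 with an estimated correlation), with Hoxb9 at −2.44. P53 targets fell (11 of 20, 11 adjusted over the list alone, adjusted p = 0.0010, 0.52 with an estimated correlation). Cholesterol synthesis fell (13 of 21, 1 rose, 14 adjusted over the list alone, adjusted p = 0.0023, 0.46 with an estimated correlation). Other remodelling ATPases rose (12 of 17, 13 adjusted over the list alone, adjusted p = 0.0027, 0.37 with an estimated correlation). Germline genes rose (11 of 19, 2 fell, 13 adjusted over the list alone, adjusted p = 0.023, 0.44 with an estimated correlation), as did ISWI partners (6 of 12, 6 adjusted over the list alone, adjusted p = 0.037, 0.30 with an estimated correlation). The 2-cell-like genes gave 0 calls of 11 with edgeR, also when adjusted over the list alone or at an unadjusted p under 0.05. Imprinted genes had a median of 0.17 and a mean of −0.37 with 12 rises and 8 falls of 29, and the medians of the 2-cell-like and interferon lists also differed in sign from camera's direction. None of these lists was called.

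Both comparisons use the same ko libraries, which alone favours opposite changes. Of the 8189 genes called in ko against wild type, the wild-type add-back moved 70.9% back, with 2846 genes up in ko and down in the add-back (896 if independent) and 2960 the reverse (946 if independent). Simulated add-backs identical to ko moved 0% back. In them 0 genes were called in both comparisons, in any direction, so this share does not measure how far shared libraries favour opposite changes. The covariance of the log2 changes was −0.815, against −0.0206 in the simulation, over genes, which are not independent replicates. With the ko effect from the middle tier and the add-back effect from the low tier, which share no library, 65.8% moved back. Differences between the ko libraries of the tiers also enter this share. With the libraries summed within group and tier the share was 30.2%.

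The mutant add-back against ko addresses whether Snf2h with a mutated ATPase does the same. The number of genes called depended on the libraries in the fit, with 48 over all libraries and 3683 in the low tier alone, where all add-backs lie. Prss41 stayed at 0.0574 ± 0.0812 CPM (SD, n = 2), Lef1 at 0.314 ± 0.0384, Otx2 at 15.2 ± 0.142 and Tnc at 14.7 ± 5.48, none called against ko (adjusted p = 0.81, 0.68, 0.84 and 0.60). Beside Smarca5, Zfp951 (1.34, adjusted p = 0.022), Zfp414 (1.17, adjusted p = 0.034), Erdr1 (1.07), Zfp600 (0.99) and Uqcc2 (0.93, adjusted p = 0.00098) rose. The largest falls were Ttyh3 (21.0 to 6.80 CPM, −1.63 ± 0.19, adjusted p = 0.00028), Col1a2 (−1.37, adjusted p = 0.031), Pdpr (−1.22), Tenm3 (−1.15), Cbl (−1.13) and Ago2 (−1.10). Erdr1 lost its call without any 1 of the 7 libraries (0.95 to 1.16) and Col1a2 without any 1 except ko replicate 3 (−1.51 to −1.26). Zfp414 lost it without ko replicate 1, 2 or 4 (1.09 to 1.15), and Zfp951 (1.33) and Zfp600 (0.85) without mutant add-back replicate 3. Without mutant add-back replicate 1 each of these rises and falls except those of Smarca5 and Ttyh3 (−1.62) lost its call, with Zfp951 at 1.34, Zfp414 at 1.03, Zfp600 at 1.10, Uqcc2 at 0.65, Pdpr at −1.06, Tenm3 at −0.93, Cbl at −0.85 and Ago2 at −0.87. In the low tier alone each of these genes was called in the direction given, from Ttyh3 at −1.69 to Erdr1 at 1.12 and Smarca5 at 2.62. Erdr1, Zfp600 and Zfp951 have close copies in the genome, whose shared reads can affect their counts.

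**Figure D5:**
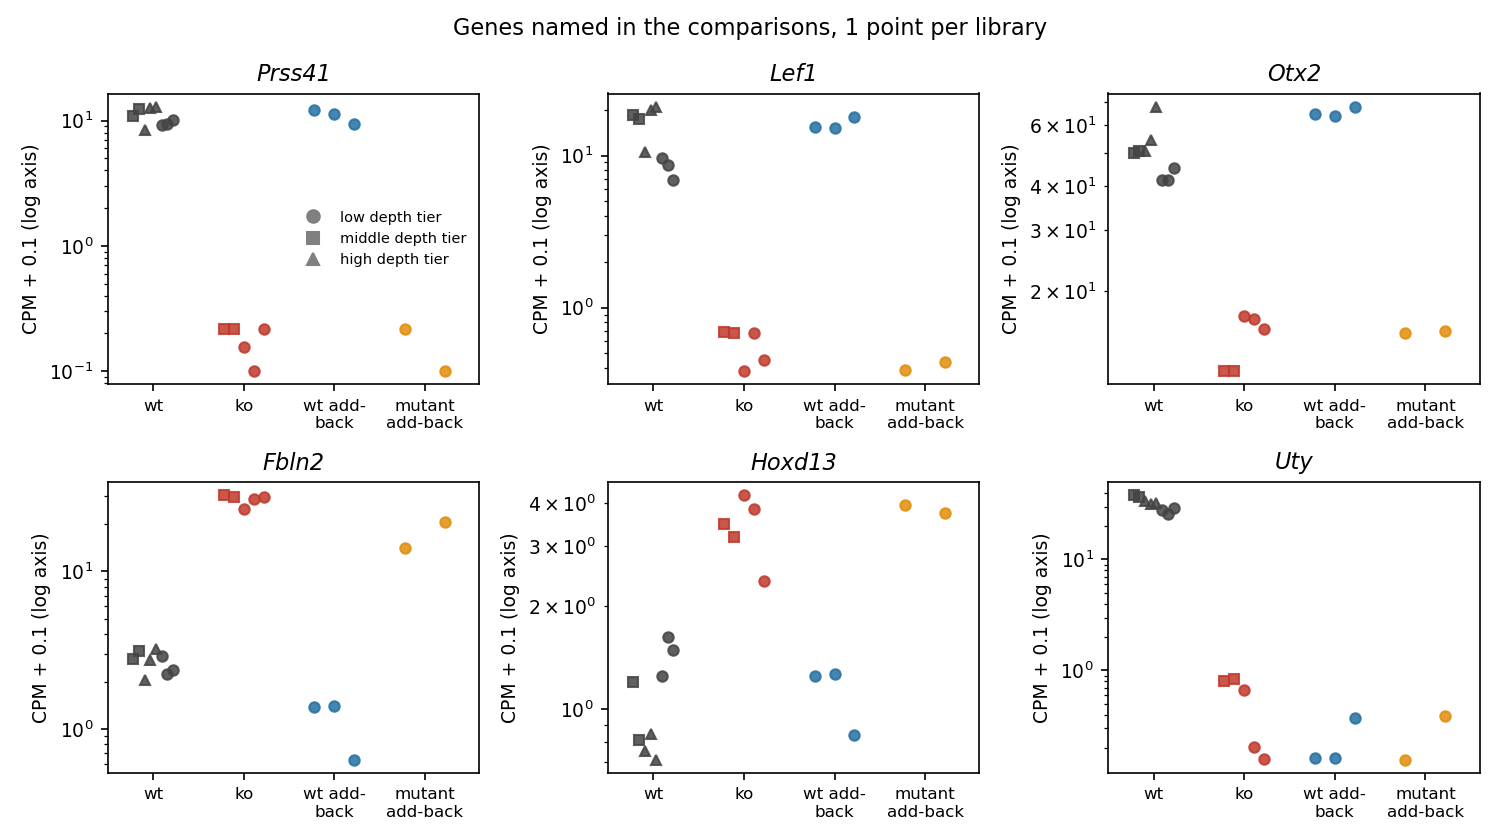
CPM on a logarithmic axis (0.1 CPM added) of Prss41, Lef1, Otx2, Fbln2, Hoxd13 and Uty in each library of the 4 groups. Points are libraries with a symbol for the depth tier, and the wild-type add-back lies near wild type and the mutant add-back near ko for Prss41, Lef1 and Otx2, while Uty is low in ko and both add-backs.

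In all, 48 genes (0.322%) were called with edgeR, 17 higher and 31 lower, with 9 and 9 at least 2-fold and 2286 at an unadjusted p under 0.05. Leaving out ko replicate 1 gave 25 calls, mutant add-back replicate 1 gave 4 and mutant add-back replicate 3 gave 143, and DESeq2 called 332. The tier as a term gave 480, summed libraries 2, and the low tier alone 3683 (1868 higher and 1815 lower). The low-tier count rests on a spread between replicates that may be technical, and the 2 mutant add-back libraries differed from each other by a chi-square per gene of 14.3. How many genes differ from ko therefore stays open. Of the genes called in ko against wild type, 0.208% moved back, against 0.00125% in the simulation. These were 3 up then down and 14 down then up (8.30 and 4.79 if independent). In the same fit 2 genes higher and 16 lower in ko moved further in that direction (4.55 and 8.73 if independent). The covariance was 0.0291, against −0.0125 simulated. The share was 15.1% in the low tier (717 and 740 genes, 589 and 638 if independent), where 571 and 606 moved further in the direction of ko (607 and 620 if independent). That tier shares its ko libraries, and no simulation was made for it. With no shared library it was 8.51% (511 and 432, 685 and 696 if independent), while 1120 and 945 genes changed in the direction of the middle-tier ko effect (704 and 678 if independent), with a covariance of 0.114. These values set the ko effect of the middle tier against the change from low-tier ko. The 7220 genes whose ko effect differed between the tiers can add to them, and how far they do was not tested. Camera called other remodelling ATPases (0 of 17 called with edgeR, 7 adjusted over the list alone and 7 unadjusted, median −0.24, adjusted p = 0.00072, 0.46 with an estimated correlation) as lower than in ko. It also called cholesterol synthesis (0 of 21, 2 adjusted over the list alone and 9 unadjusted, median −0.28, adjusted p = 0.0010, 0.54 with an estimated correlation) and CTCF and cohesin (1 fell of 14, 3 adjusted over the list alone, median −0.14, or −0.09 with genes at 0 set to their bound, adjusted p = 0.0059, 0.46 with an estimated correlation) as lower. Col1a2 alone was called among feeder markers (5 of 22 adjusted over the list alone). Endoderm genes gave 0 calls of 17 with edgeR, and 0 unadjusted, but 15 rose and 0 fell in the low tier alone. The median and camera's direction differed in sign for the endoderm, p53, glycolysis, interferon and protocadherin lists, and the median and the mean for immediate early genes.

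The wild-type add-back against the mutant add-back tests directly whether the add-back lines differ, though these also differ in listed feeder growth and Smarca5 level. Prss41 was higher with wild-type Snf2h by 7.42 ± 0.51 (SE, n = 3 and 2, adjusted p = 8.5e-09 by edgeR), Lef1 by 5.64 ± 0.59 (adjusted p = 1.2e-06) and Tdrd12 by 5.58 ± 0.45 (adjusted p = 5.4e-08). Magohb (5.78), Acsf3 (5.58), Enpp2 (5.31), Dtna (5.10), Fggy (4.94), Cgrrf1 (4.87) and Atxn1l (4.56) followed. Lower were Tnc (at least 229-fold), Peg13 (at least 79.3-fold), Lox (−6.67), Wnt10a (−4.81), Bgn (−4.78), Wnt6 (−4.78), Fbp2 (−4.31), Fbln2 (−4.04) and Mid1 (−3.96). The calls numbered 5507 (37.0%), 2765 higher and 2742 lower, with 1053 and 1187 at least 2-fold (2433 higher and 3072 lower under library size alone), or 3014 without mutant add-back replicate 1, and 9744 in the low tier alone. Feeder markers were lower (17 of 22, 0 higher, 19 adjusted over the list alone, adjusted p = 5.2e-12, 0.0026 with an estimated correlation), as were Hox genes (8 of 15, 0 higher, 11 adjusted over the list alone, adjusted p = 0.00011, 0.033 with an estimated correlation). Formative genes were higher (8 of 14, 1 lower, 9 adjusted over the list alone, adjusted p = 0.0055, 0.033 with an estimated correlation). Other remodelling ATPases (12 of 17 higher, 14 adjusted over the list alone, adjusted p = 6.8e-06, 0.099 with an estimated correlation) and CTCF and cohesin (8 of 14 higher, 9 adjusted over the list alone, adjusted p = 0.0054, 0.27 with an estimated correlation) were higher. ISWI partners were higher (6 of 12, 7 adjusted over the list alone, adjusted p = 0.0065, 0.12 with an estimated correlation), and p53 targets were lower (8 of 20, 8 adjusted over the list alone, adjusted p = 0.0011, 0.58 with an estimated correlation).

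The wild-type add-back against wild type addresses what differed once Snf2h was returned. Y-linked genes remained low, with Uty at −7.89 ± 0.48 (SE, n = 3 and 8, adjusted p = 8.4e-09), Eif2s3y at −7.17 ± 0.58 and Ddx3y at −6.67 ± 0.42. H19, an imprinted RNA (chromosome 7, 142575530 to 142578146), was at 0.218 ± 0.142 CPM against 133 ± 33.1 in wild type (−9.25 ± 0.99, adjusted p = 5.8e-05), Mid1 at 10.2 ± 1.93 against 291 ± 53.1 CPM (−4.84 ± 0.19, adjusted p = 1.1e-11), and Peg13 at 0 counts (at least 65.9-fold lower). Not all of these had changed alike in ko, where Peg13 was at 5.06 CPM (4.40 in wild type) and Mid1 at 172 CPM. Zscan4c was lower by −2.64 ± 0.48 (adjusted p = 0.0084). Bmp2 (1.70), Hdc (1.67), Thbd (1.58), Fst (1.27), Gpx2 (1.21) and Flrt2 (1.16) were higher, and Gpx2 rose from 6.09 in wild type to 14.0 CPM although it was at 3.67 in ko. The calls of Bmp2 (1.66 to 1.71), Hdc (1.64 to 1.69), Thbd (1.54 to 1.64), Fst (1.24 to 1.31) and Zscan4c (−2.66 to −2.62) were lost on leaving out any 1 of the add-back libraries, that of Gpx2 (1.17) without replicate 2, and that of Flrt2 without replicate 2 (1.16) or 3 (1.11). Prss41 (0.02), Lef1 (0.19) and Otx2 (0.38) were not called over all libraries. Otx2 was called without wild type replicate 5 (0.45), with the tier as a term (0.48) and in the low tier alone (0.61), where it was at 65.4 CPM against 42.8 in wild type and Lef1 at 16.0 against 8.29.

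Of 238 calls (1.60%), 64 were higher and 174 lower, with 17 and 70 at least 2-fold, and 2266 genes had an unadjusted p under 0.05. Without wild-type add-back replicate 1, 2 or 3 the calls fell to 51, 44 and 72, while the low tier alone gave 4786. The 2-cell-like genes were lower (5 of 11, 10 adjusted over the list alone, median −1.92, adjusted p = 8.3e-13, 0.17 with an estimated correlation). Lists called without many single genes were immediate early genes (0 of 17 with edgeR, 2 adjusted over the list alone and 5 unadjusted, median 0.19, adjusted p = 0.0015, 0.17 with an estimated correlation), mesoderm (0 of 14 with edgeR, 4 adjusted over the list alone and 4 unadjusted, median −0.46, adjusted p = 0.015, 0.22 with an estimated correlation) and feeder markers (1 higher and 2 lower of 22, 10 adjusted over the list alone, median −0.66, or −0.53 with genes at 0 set to their bound, adjusted p = 0.015, 0.22 with an estimated correlation). In the low tier alone the medians of the protocadherin (0.22), p53 (0.30), cholesterol (0.13) and glycolysis (0.24) lists turned positive, whereas those over all libraries were −0.05, −0.07, −0.06 and −0.20 and uncalled.

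The mutant add-back against wild type asks what remained different with the mutant protein. Tnc was higher by 5.77 ± 0.41 (SE, n = 2 and 8, adjusted p = 1.7e-08), with Wnt10a (4.87), Lox (4.61), Wnt6 (4.55), Adrb1 (3.91) and Tnfaip2 (3.59). Prss41 was lower by −7.40 ± 0.49 (adjusted p = 2.8e-09), with Uty (−7.49), Ddx3y (−7.24), Eif2s3y (−7.12), Pstpip2 (−6.41) and Mobp (−6.37). The 6787 calls (45.5%) were 3288 higher and 3499 lower (3675 and 3206 under library size alone), with 1142 and 1434 at least 2-fold, or 3675 without mutant add-back replicate 1, and 9655 in the low tier alone. Feeder markers were higher (18 of 22, 1 lower, 19 adjusted over the list alone, adjusted p = 1.6e-11, 0.0019 with an estimated correlation), as were Hox genes (11 of 15, 12 adjusted over the list alone, adjusted p = 0.00028, 0.056 with an estimated correlation) and p53 targets (8 of 20, 2 lower, 12 adjusted over the list alone, adjusted p = 0.0014, 0.44 with an estimated correlation). Other remodelling ATPases (15 of 17, 15 adjusted over the list alone, adjusted p = 1.2e-05, 0.099 with an estimated correlation) and CTCF and cohesin (9 of 14, 9 adjusted over the list alone, adjusted p = 0.0037, 0.24 with an estimated correlation) were lower. So were 2-cell-like genes (8 of 11, 8 adjusted over the list alone, adjusted p = 0.0082, 0.44 with an estimated correlation), ISWI partners (8 of 12, 8 adjusted over the list alone, adjusted p = 0.0082, 0.12 with an estimated correlation) and formative genes (8 of 14, 1 higher, 10 adjusted over the list alone, adjusted p = 0.024, 0.099 with an estimated correlation). The neuroectoderm, germline, cholesterol and glycolysis lists, called in ko, were not called here (adjusted p = 0.35, 0.063, 0.25 and 0.061), and CTCF and cohesin was called here but not in ko.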

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

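The depth tiers and the values given here for the endoderm genes were chosen after the pattern was seen. The splits of the libraries were planned before.

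The wild-type and the mutant add-back differed in 5507 genes, by a direct test of the difference. These lines also differed in listed feeder growth, in Smarca5 (86.0 and 58.5 CPM), in Peg13 (0 and 5.09 CPM) and in Mid1 (10.2 and 158 CPM). How many of the genes differ because of the protein form was not tested. The Snf2h ko effect itself differed between the middle and the low depth tier in 7220 genes, by a test of the interaction.

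Endoderm genes show the difference between the tiers. Of 17 tested members 17 rose in ko in the middle tier and 16 fell in the low tier, with medians of 2.34 and −0.76 in the fit of both tiers, and Gata4 (2.41 and −0.81) and Gata6 (2.18 and −1.31) behaved alike. Within a tier the mean totals of wild type and ko differed by at most 1.02-fold. The tiers were defined by the library totals, so a large difference could not appear and depth as a cause was not tested. From the middle to the low tier, 16 rose in wild type (median 1.58) and 17 fell in ko (median −1.62), with Gata4 going from 36.0 to 109 CPM in wild type and from 189 to 61.6 in ko. Differences between single cultures or library batches that are not common to both groups, and a ko effect that differs between cultures, stay open and were not tested, as the labels give no batch.

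Single libraries lay far from the others of their group in 11 of 244 sets of values tested, and chance picks about 1 in 20 such sets. In wild type replicate 3, Gpat2 was at 8.80 CPM (others 12.5 to 15.5), Mael at 15.6 (20.5 to 24.8), Lefty2 at 116.6 (48.6 to 75.8) and Fgfr2 at 39.7 (17.4 to 25.6). In wild type replicate 5, Oas1a was at 11.2 CPM (8.04 to 9.22), Thbs1 at 25.3 (14.4 to 19.4), Ctgf at 115.4 (47.0 to 78.9), Enpp2 at 7.36 (3.18 to 4.45), Xist at 0.387 (0.0579 to 0.164) and Timp2 at 17.8 (8.61 to 12.9). In ko replicate 3, Uqcc2 was at 7.06 CPM (8.48 to 8.85). Both wild-type libraries belong to the high tier, and no biological explanation was tested.

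Other splits of the same libraries into groups of the same sizes were fitted in the same way. For Snf2h ko against wild type, 1 of 100 splits, the real one, gave 8189 genes, and the highest other gave 2833. For the wild-type add-back against ko, 1 of 56 splits gave 6702, and the highest other gave 2464. For both, chance can be excluded if the libraries are separate samples, but wild-type and ko libraries within the low and within the middle tier were nearly alike (chi-square per gene 1.48 to 2.61, and 2.13 to 6.97 for the wild-type add-back), and were each such set 1 sample, the splits would be too few. For the wild-type add-back against wild type, 5 of 100 splits gave as many as the real 238 genes, so chance was not excluded. There the highest other was 3584, with wild type replicates 3, 4 and 5 set against the rest, which is the high depth tier. That count was far above the real one, but whether a structure of the samples follows the tiers was not tested. By chi-square per gene, wild type replicate 3 was 44.9 and 34.3 from replicates 4 and 5 of its own tier. From wild-type replicates of other tiers it was 39.5 to 43.9. Within the low tier alone this comparison gave 4786 genes.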

How the results depend on the processing

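The alternatives that use depth tiers (the tier as a term, the low or middle tier alone, summed libraries, tiers without shared libraries) were chosen after seeing the data, and the others were planned. Leaving out 1 library each gave 7425 to 8247 calls for Snf2h ko against wild type, 5271 to 6519 for the wild-type add-back against ko, 4 to 143 for the mutant add-back against ko, 3014 to 4684 for the wild-type against the mutant add-back, 44 to 260 for the wild-type add-back against wild type and 3675 to 6912 for the mutant add-back against wild type. The shares moved back were 59.9% to 73.1% (wild-type add-back) and 0.0364% to 0.328% (mutant add-back). Where this left 1 mutant library, it was assumed to vary like the other groups.

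Summing the libraries within group and tier, which leaves fewer samples by construction, gave 2233, 689, 2, 209, 3 and 1190 calls in the same order and shares of 30.2% and 0.0896%. The low tier alone gave 3683 for the mutant add-back against ko, 9744 for the wild-type against the mutant add-back, 4786 for the wild-type add-back against wild type and a mutant share of 15.1%; the tier as a term gave 480, 8034, 1532 and 1.54%. DESeq2 gave 332 for the mutant add-back against ko, 481 for the wild-type add-back against wild type and a share of 1.01%; limma-voom gave 157 for the latter comparison. A fit of only the compared groups gave 15 for the mutant add-back against ko, 8510 for the wild-type against the mutant add-back and a share of 0.0541%. Separate ko libraries gave mutant shares of 0.0757% (split) and 8.51% (tiers without shared libraries), and 63.2% and 65.8% for the wild-type add-back.

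Reversed in the low tier alone were, in ko against wild type, Col4a2 (−0.26), Col4a1 (−0.39), Foxa2 (−0.64) and the endoderm list (−0.78); in the mutant add-back against ko, Lama1 (0.73) and Pdgfra (0.73); and in the wild-type add-back against wild type, Chd5 (0.25), Fdft1 (0.31), Gpi1 (0.12), Slc2a1 (0.24) and the protocadherin (0.22), p53 (0.30), cholesterol (0.13) and glycolysis (0.24) lists. With the tier as a term Fdft1 (0.24) and the p53 (0.26), cholesterol (0.14) and glycolysis (0.15) lists reversed, and in the middle tier alone Pcdhgc3 (−0.0125). For these and the other counts above the cause was not tested.

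Same-numbered libraries were checked for pairing: of 17 such pairs, 4 had a correlation of deviations over 0.1 (range −0.246 to 0.174), and 4 of 15 libraries matched their own number best, so the numbers do not pair the libraries. With the number as a block the counts were 8091, 6861, 48 and 1002 for ko against wild type, both add-backs against ko and the wild-type add-back against wild type, of which 6989, 6110, 23 and 191 were genes also called without the block.

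For named genes, leaving out a library kept the direction and side of the threshold in 5298 results, ended the call in 178 and added it in 16. The summed libraries ended 207 calls and left 403 results on the same side of the threshold, called or not. DESeq2 size factors kept 610 of 610 gene results, and library size alone kept 608; it shifted the median log2 change by 0.064 in ko against wild type and by −0.071 in the wild-type add-back against ko. An estimated inter-gene correlation ended 33 list calls and fry ended 1 and added 21. The middle tier alone gave no value for comparisons with an add-back, which has no library there. Values such as Prss41 at 0.0814 CPM in ko rest on few counts per library.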

Other observations

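All tests of explanations given in this part, for the Y-linked genes and for the feeder markers, were chosen after the result was seen, and so were the genes named here.

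Some imprinted and sex-linked transcripts differed between the lines, although the imprinted list was not called in ko against wild type. H19 fell from 133 ± 33.1 CPM in wild type (SD, n = 8) to 9.61 ± 9.67 in ko (n = 5), 0.218 ± 0.142 in the wild-type add-back (n = 3) and 3.03 ± 0.546 in the mutant add-back (n = 2). The ko libraries lay at 20.1 CPM in the middle tier (n = 2) and 2.58 in the low tier (n = 3), log2 changes of −2.69 and −5.25 from wild type of the same tier (adjusted p of the difference 4.1e-14). Its neighbour Igf2 was higher in ko by 2.14 on the log2 scale in the middle tier and by 0.02 in the low tier. Peg13 had 0 counts in the 3 wild-type add-back libraries against 4.40 CPM in wild type, 5.06 in ko and 5.09 in the mutant add-back. The X-linked gene Mid1 was at 291, 172, 10.2 and 158 CPM in wild type, ko, the wild-type and the mutant add-back. Xist rose in ko by 2.99 ± 0.39 (SE, adjusted p = 3.6e-06) but only from 0.151 to 1.27 CPM, and the median log2 change of 543 X-linked genes in ko was −0.13.

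Y-linked genes stayed low in both add-backs. In ko, the wild-type and the mutant add-back, Eif2s3y was at 4.05%, 0.684% and 0.711% of its wild-type level, Uty at 1.37%, 0.414% and 0.538%, Ddx3y at 1.70%, 0.984% and 0.648%, and Uba1y at 1.78%, 9.86% and 1.63%. Loss of the whole Y chromosome in the mutant add-back is argued against, since Rbmy, further along it, was higher in the mutant add-back than in wild type by 4.91 while its X-linked relative Rbmx changed by −0.26; Rbmy has several copies that share reads. In ko Rbmy was at 3.10 CPM, higher than in wild type by 5.79 in the middle and 1.97 in the low tier, with Rbmx at −0.46 and −0.60. In the wild-type add-back Rbmy was at 0.149 CPM against 0.167 in wild type (log2 change 0.037) and Uba1y at 0.123 to 0.270 CPM in each of the 3 libraries, levels too low to decide on loss of the whole chromosome there. Loss or silencing of the segment that holds the 4 genes was not tested and stays open.

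Feeder markers were higher in ko. Cells of 1 kind would add their transcripts in 1 ratio. The ratio of the middle-tier to the low-tier excess was taken for 8 members with at least 5 CPM of excess in both tiers. It varied 13.1-fold (Timp2 4.64, Col1a1 0.487, Tagln 0.354), but 3.26-fold without Timp2, so feeder cells as the whole source stay open. Of the members left out for less excess, Twist1 was at 6.24, Postn at 3.42, Thbs2 at 3.16 and Thy1 at 2.68. Fbn1 was at 2.41, Col6a3 at 2.19, S100a4 at 1.16, Col6a1 at 0.963 and Prrx1 at 0.924. Col3a1 (0.746), Lox (0.652) and Loxl1 (0.261) were lower. Pdgfrb was below wild type in both tiers (−2.11 and −1.40 CPM), and Mmp2 in the middle tier (−5.06 CPM, low tier 1.05). The ratio was alike within 1.07-fold for Thbs1, Fbln2, Col5a1 and Col1a2. These 4 of the 8 were singled out after the ratios were seen, so their likeness is no test of feeders. Timp2, Acta2 (0.792), Col1a1 and Tagln lay elsewhere. Col3a1 (1.11 CPM in ko), Dcn (0.0376 CPM) and Lum (0 counts) stayed low. For Thbs1, Fbln2, Col5a1 and Col1a2 feeder cells and expression by the ES cells cannot be told apart. Expression in ES cells that depends on Snf2h predicts a fall in the wild-type add-back, and 18 members fell, but this too cannot be told apart from feeders because only the lines without active Snf2h are listed as grown on them.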
